A study of Mus musculus with 5 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

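RNA was sequenced from dissected liver tumours of female C57BL/6N mice. Tumours had been started by hydrodynamic tail vein injection, in which a large volume of plasmid solution is pushed into the tail vein so that hepatocytes take up the DNA. Transposon plasmids carried Akt and the intracellular domain of the NOTCH1 receptor (NICD), a combination that gives tumours resembling cholangiocarcinoma (CCA), a cancer with features of bile duct cells. A further plasmid carried either mouse Prox1 or no Prox1 behind a promoter that doxycycline switches on. Per the labels, doxycycline food (6.25%) was given from day 21 so that Prox1 was overexpressed from week 3 to week 4, in mice injected at 8 weeks of age. The labels give 2 Control libraries and 3 Prox1 overexpression (Prox1 OE) libraries. They name collection after a week of overexpression or at a humane endpoint, without saying which applied to which tumour.

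Libraries were made by the authors with a strand-preserving dUTP protocol and sequenced as pairs of 100 base reads. Reads were mapped by the authors to mouse genome build mm10 with STAR. The counting tool and its treatment of reads shared between gene copies were not stated. The deposited normalised count table holds a signal per gene and library, namely reads divided by a DESeq2 size factor of the library. It lists 55397 Ensembl genes, of which 28705 had a read in any library. Every value was a whole multiple of what 1 read was worth in its library (0.822 to 1.18 normalised counts), so that whole reads were recovered for 100% of values. Recovered totals ran from 48740863 to 56629477 reads per library. No column of per-sample values was left unassigned (0 columns).

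The authors also deposited a table of their own DESeq2 comparison, with the mean normalised count, a shrunken log2 fold change, a p-value and adjusted p-values before and after independent hypothesis weighting, which gives genes unequal weight in the correction. The mean in that table matched the mean of the 5 libraries. The sign of its log2 fold change was read from the counts, since across genes it had a correlation of -0.959 with Prox1 OE minus Control. Values taken from the authors' deposited table were therefore turned round to Prox1 OE over Control.

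Because the deposited values were normalised, the test was limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend, on log2(normalised count + 1). Genes with a mean normalised count of at least 10 over the 5 libraries were tested (17105 genes), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(normalised count + 1) scale, which understates the change of low genes. No covariate was used, as in the study. Counts of 3 reads or fewer in every library of a group were treated as a floor (2.46 to 3.54 normalised counts), and a fold against such a group is given as a lower bound. Floors and totals cover counting error only.

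Cell type signatures were 20 marker lists of the PanglaoDB collection, with Prox1 removed from each. They were tested with camera at a preset correlation between genes of 0.01, adjusted over the 20 lists, and set beside fry, camera with an estimated correlation and 10000 random lists matched on mean expression. Shorter lists covered pericentral, periportal and abundant hepatocyte genes, Kupffer cells, sinusoidal and lymphatic endothelium and stellate cells. Others covered collagen and matrix, proliferation, NOTCH targets, blood and Y-linked genes. The collagen and matrix list held Col1a1, Col1a2, Col3a1, Col5a1, Col6a1, Sparc and Postn. PPARG target, lipogenesis and fetal liver lists were written after results had been seen. Gene symbols, coordinates, transcript lengths and GC content came from the mouse GENCODE annotation of GRCm38 (the sequence of mm10), which matched 55137 of the 55397 identifiers (99.5%).

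Genes were named by a rule set before the data were examined. It took the plasmid genes Prox1, Akt1 and Notch1, the 14 markers that the study displayed for these tumours, the 6 regulators Hnf4a, Prrx1, Pparg, Ebf2, Hand2 and Myc, and in each direction the 8 genes with the largest change. The last were drawn from genes with an adjusted p under 0.05, a mean normalised count of at least 100 and every Prox1 OE value on the same side of both Control values. Other genes in the text come from the lists above or are marked as chosen after their values were seen.

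Alternatives were set before the data were examined. They were TMM factors, upper-quartile factors and the total count as scaling, pseudocounts of 0.1 and 10, no filter and a mean of at least 50, limma without the trend, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 on recovered reads, the replicate number as a block, each library left out in turn, and a loess correction for GC content in each library. The procedure was tested on simulated counts for 17105 genes, with dispersions taken from the libraries, 200 genes changed by known factors and another 40 shifted for the test of gene sets. limma recovered 82% of the genes changed 4-fold and 65% of all 200, with 9 false calls among 16865 unchanged genes. On the same simulated counts edgeR recovered 65% with 11 false calls and DESeq2 74% with 45. Simulated genes were drawn independently of each other and few were changed. These rates therefore need not hold for the libraries, where 33.3% of genes were called.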

Results

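The data were bulk RNA-seq profiles of 5 Akt/Notch liver tumours, 2 from Control mice and 3 from mice with late Prox1 overexpression. Control replicates 1 and 2 had totals of 52678613 and 54044401 reads, and Prox1 OE replicates 1, 2 and 3 had 56146067, 48740863 and 56629477. Totals overlapped between the groups. The 10 most abundant genes took 9.37% and 10.06% of reads in the Control libraries, against 15.06%, 13.18% and 14.83% in the Prox1 OE libraries. Albumin alone took 1.11% and 1.74% of Control reads and 2.71% to 3.96% of Prox1 OE reads. Replicates were distinct libraries, since whole reads of every pair differed by far more than sampling noise (chi-square per degree of freedom of 40.9 between the Control libraries and 81.1 to 127 between Prox1 OE libraries). The first principal component held 70.5% of the variance and separated the groups, at -72.9 and -60.7 for Control and 25.2, 43 and 65.4 for Prox1 OE replicates 1, 2 and 3.

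The overexpressed gene was examined first, as a partial check of the labels. The study describes Prox1 as a hepatocyte gene, and plasmid reads were not separated from those of the mouse gene. Prox1 (ENSMUSG00000010175, mm10 chromosome 1, 190118035 to 190170714, minus strand, protein coding) had 4153 and 4664 normalised counts in the Control libraries and 48090, 11113 and 8231 in Prox1 OE replicates 1, 2 and 3. Every Prox1 OE library lay above both Control libraries, and the lowest was 1.76 times the highest Control value. Group means were 4408 ± 361 (SD, n = 2) and 22478 ± 22227 (SD, n = 3). The log2 fold change was 1.9 (SE 0.66) with a limma adjusted p of 0.061, so that the difference did not pass the threshold, with replicate 1 far above the other Prox1 OE libraries. Without Prox1 OE replicate 1, the log2 fold change was 1.12 with a limma adjusted p of 0.0056. Over the alternatives with a test, the adjusted p ran from 0.0013 to 0.13.

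The tumour-driving genes are also carried by injected plasmids, and reads of the plasmid and the mouse gene were not separated. The labels do not say whether the Akt and NICD plasmids carry mouse or human sequence. How far Akt1 and Notch1 counts capture the plasmids was therefore not established here. Akt1 (chromosome 12, 112653821 to 112674884) had 56524 ± 1778 normalised counts in Control (SD, n = 2) and 27554 ± 4365 in Prox1 OE (SD, n = 3), a log2 fold change of -1.05 (limma adjusted p 0.0057). Notch1 (chromosome 2, 26457903 to 26516663) had 12485 ± 732 in Control (SD, n = 2) and 5548 ± 1312 in Prox1 OE (SD, n = 3), a log2 fold change of -1.19 (limma adjusted p 0.0046). Both were lower in 3 of 3 Prox1 OE libraries than in either Control library.

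**Figure D1:**
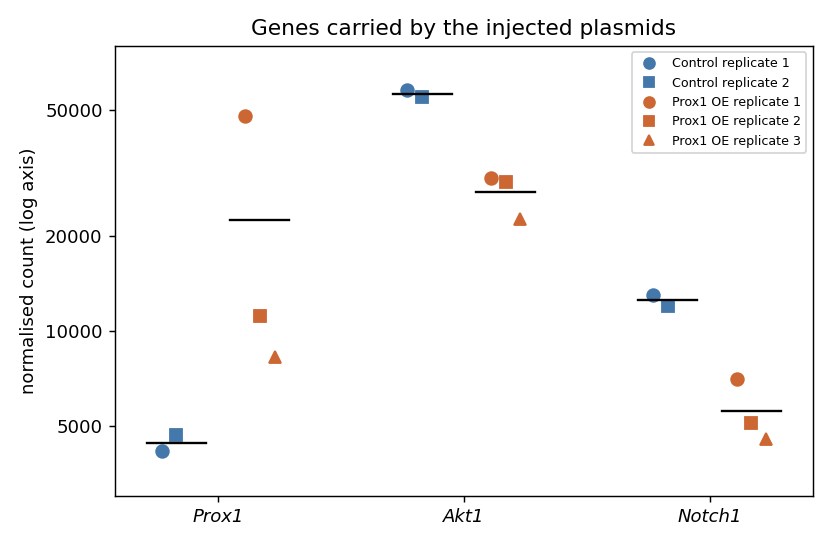
Normalised counts (log axis) of Prox1, Akt1 and Notch1, with a point per library and a black line at the arithmetic mean of each group. Prox1 was 48090 in Prox1 OE replicate 1 and 8231 to 11113 in replicates 2 and 3, all above the Control values of 4153 and 4664, while Akt1 and Notch1 were lower in every Prox1 OE library.

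The main comparison asked which genes change when Prox1 is switched on in formed CCA tumours. Of 17105 genes tested, 5702 (33.3%) had a limma adjusted p under 0.05, with 2933 higher and 2769 lower in Prox1 OE. Of these, 2379 changed by at least 1 on the log2 scale (1429 higher and 950 lower). All 5702 called genes had groups that did not overlap, as did 63.3% of all genes tested, where chance gives 20%. The setting that moved the direction of calls most was the total count as library size, which gave 1475 higher and 6833 lower genes, with 17.8% of calls higher in place of 51.4%. It shifted the median log2 fold change of all genes from -0.02 to -0.44. On recovered reads, edgeR's quasi-likelihood test called 5752 genes and DESeq2 6676, of which 5595 and 5686 were shared with limma in the same direction. The number of called genes depended on single libraries, from 3879 without Prox1 OE replicate 2 to 7491 without replicate 1. The number lower in Prox1 OE was 1740 without replicate 2.

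The authors' deposited table held 6439 genes with an adjusted p under 0.05, of which 3328 were higher and 3111 lower in Prox1 OE. In both that authors' deposited table and the limma fit, 5676 genes were called, all in the same direction. A further 26 genes were called by limma alone and 700 of the tested genes only in the authors' deposited table. For Prox1 the authors' deposited table gave an adjusted p of 0.079.

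The study displayed 8 hepatocyte and 6 cholangiocyte markers, the latter being genes of bile duct cells, to ask whether Prox1 overexpression moves tumours between these identities. Of the 14 markers, 13 had a limma adjusted p under 0.05 over all genes and 14 when adjusted over the list alone. The study chose these genes on the same samples, so neither count is independent evidence. All 14 had groups that did not overlap. The hepatocyte markers rose by 1.09 to 2.04 on the log2 scale and the cholangiocyte markers changed by -2.5 to -0.84. Alb (chromosome 5, 90460897 to 90476602) went from 639684 ± 224869 (SD, n = 2) to 2044197 ± 520785 normalised counts (SD, n = 3), with a log2 fold change of 1.69 and a limma adjusted p of 0.043. Its call was lost without any of the Prox1 OE libraries, with adjusted p of 0.052, 0.064 and 0.066 without replicates 1, 2 and 3. Ttr (chromosome 18, 20665280 to 20674321) had a log2 fold change of 1.79 (limma adjusted p 0.0052). Trf was the marker that missed the threshold, with a log2 fold change of 1.09 and a limma adjusted p of 0.066, and it passed with edgeR (0.012) and DESeq2 (7.3e-09).

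Among the cholangiocyte markers, Krt19 (chromosome 11, 100140810 to 100148665) went from 8442 and 10790 normalised counts in the Control libraries to 1643, 1968 and 1785 in Prox1 OE replicates 1, 2 and 3, a log2 fold change of -2.41 (limma adjusted p 0.0014). Krt7 (chromosome 15, 101411043 to 101430313) went from 2385 ± 93.4 (SD, n = 2) to 442 ± 171 (SD, n = 3), a log2 fold change of -2.5 (limma adjusted p 0.0024). Sox9 (chromosome 11, 112782224 to 112787760) went from 10678 ± 1048 (SD, n = 2) to 4628 ± 598 (SD, n = 3), a log2 fold change of -1.21 (limma adjusted p 0.0026). Sox4, Sstr2 and Tff2 were also called lower, with log2 fold changes of -0.99, -0.84 and -1.47. Measured against the mean of Akt1 and Notch1 in the same libraries, the log2 fold changes of Sox9, Sox4, Sstr2 and Tff2 were -0.09, 0.13, 0.28 and -0.35 and were not called, while those of Krt19 (-1.29) and Krt7 (-1.37) were called. Tff2 was a low gene, with 81.3 and 137 normalised counts in the Control libraries and 32.7 to 44 in Prox1 OE.

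**Figure D2:**
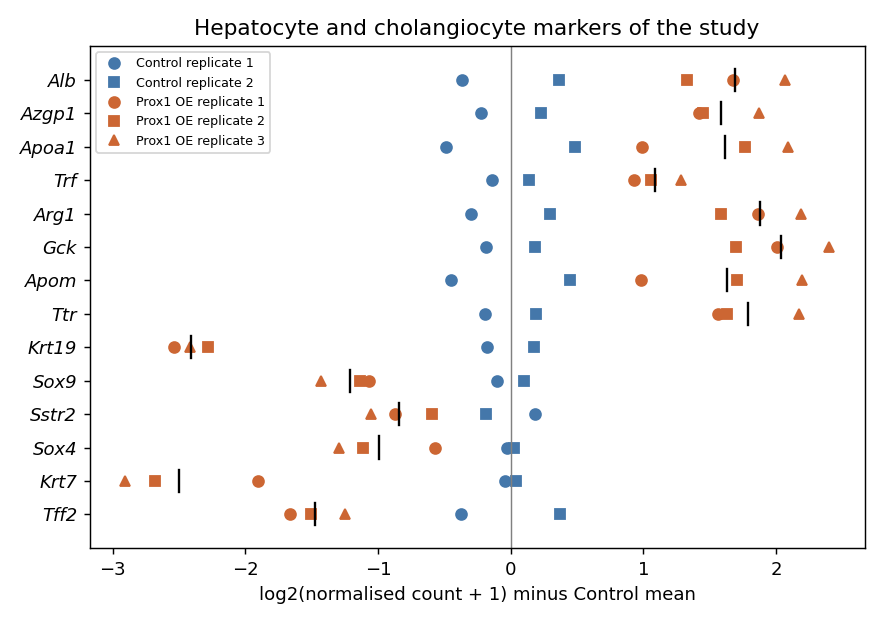
log2(normalised count + 1) of the 8 hepatocyte markers (Alb to Ttr) and 6 cholangiocyte markers (Krt19 to Tff2) minus the mean of the Control libraries, with a point per library and a black line at the Prox1 OE mean. Prox1 OE points lie above both Control points for every hepatocyte marker and below both for every cholangiocyte marker.

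Regulators that the study examined were taken as a separate group. Hnf4a (chromosome 2, 163506808 to 163572910) rose from 9304 ± 1259 (SD, n = 2) to 20703 ± 2935 normalised counts (SD, n = 3), a log2 fold change of 1.15 (limma adjusted p 0.0033). Pparg (chromosome 6, 115360951 to 115490399) was higher in Prox1 OE, at 714 ± 96.6 (SD, n = 2) against 1299 ± 244 (SD, n = 3), with a log2 fold change of 0.85 (limma adjusted p 0.012). With the total count as library size the Pparg change was 0.42 and was not called (adjusted p 0.12). Prrx1 (chromosome 1, 163245119 to 163313710) had a log2 fold change of -0.56 and a limma adjusted p of 0.05, just not under the threshold. It was called with DESeq2 (0.023), with a pseudocount of 0.1 (0.049), with a mean of at least 50 (0.045), with the total count as library size (0.0071) and without Prox1 OE replicate 2 (0.047). Myc had a log2 fold change of -0.74 (limma adjusted p 0.0066). Hand2 did not differ beyond the spread of its replicates (log2 fold change -0.21, limma adjusted p 0.56), and its change was 0.03 without Prox1 OE replicate 1. Ebf2 was at or under the floor in every library and was not detectable at this depth.

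The genes with the largest changes under the naming rule were outside the marker lists. Spib (chromosome 7, 44525993 to 44532071) had 142 and 93.2 normalised counts in the Control libraries and 8115, 3310 and 2314 in Prox1 OE replicates 1, 2 and 3, a log2 fold change of 5.09 (limma adjusted p 0.0021). Gpr83 (chromosome 9, 14860210 to 14870789) was at the floor in both Control libraries and had 410, 127 and 88 normalised counts in Prox1 OE. Its Prox1 OE mean of 208 is at least 83.3-fold higher. Replicate 1 raised that mean, so the bound would be lower without it. Akr1c21, Hamp2, Pnpla5, Gm13775, Cyp2b10 and Cyp2b13 had log2 fold changes of 4.89, 4.04, 3.88, 3.7, 3.66 and 3.39, each with a limma adjusted p under 0.05. Hamp2, Akr1c21 and the Cyp2b genes have close copies, and Gm13775 is annotated as a processed transcript, so their counts are uncertain where reads were shared. Single Control libraries decided the size of some rises. Pnpla5 changed by 2.57 without Control replicate 1 and 5.19 without Control replicate 2, Cyp2b13 by 2.51 and 4.27, and Cyp2b10 ranged from 2.7 to 4.61 over the fits that each left out a library.

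The largest fall was that of Gp2 (chromosome 7, 119442537 to 119459285), from 39158 and 43952 normalised counts in the Control libraries to 513, 76.7 and 48.6 in Prox1 OE replicates 1, 2 and 3. Its log2 fold change was -8.37 (SE 0.86, limma adjusted p 0.0023). Atp6v1b1 (chromosome 6, 83742990 to 83758855) went from 363 ± 8.61 (SD, n = 2) to 3.71 ± 1.25 (SD, n = 3), a log2 fold change of -6.31 (limma adjusted p 0.0014). The noncoding gene 2900052N01Rik, Cldn11, Reg3g, Col26a1, Stk32b and Reg3b had log2 fold changes of -6.95, -6.08, -5.78, -5.67, -5.61 and -5.37. Control values of Cldn11 were far apart, at 1043 and 197 normalised counts, and those of Reg3b were 81.3 and 568, so their sizes are imprecise. Over the fits that each left out a library, Reg3g ranged from -6.5 to -4.69 and Gp2 from -9.38 to -7.7. Stk32b ranged from -6.26 to -4.96, Col26a1 from -6.22 to -5.12 and 2900052N01Rik from -7.51 to -6.27. Atp6v1b1 moved least, from -6.47 to -6.07. Reg3g and Reg3b are close copies and their counts are uncertain. Reg3b was not called by limma without the trend (adjusted p 0.06).

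**Figure D3:**
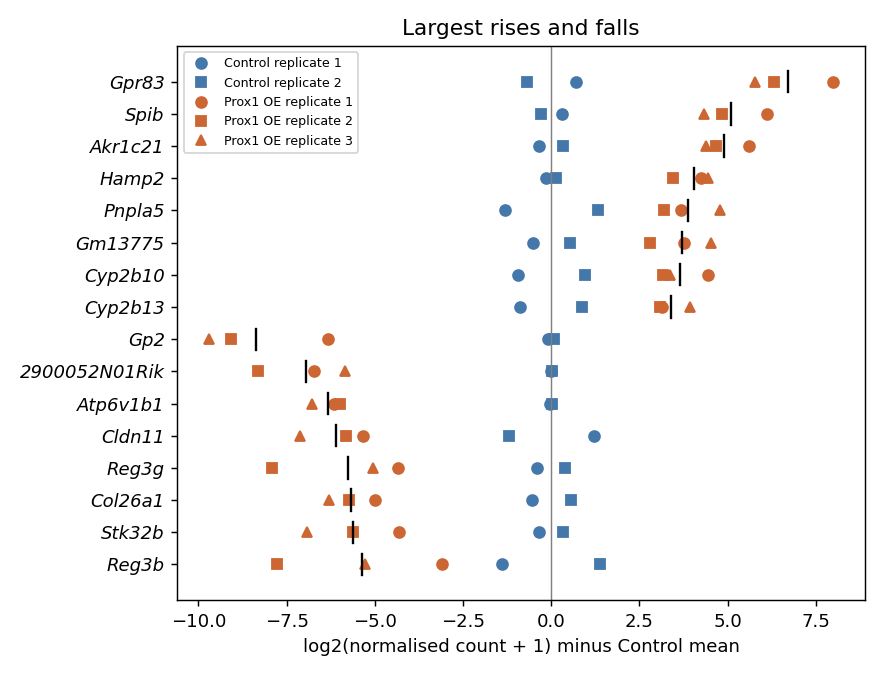
log2(normalised count + 1) minus the mean of the Control libraries for the 8 genes with the largest rise (Gpr83 to Cyp2b13) and the 8 with the largest fall (Gp2 to Reg3b), with a point per library and a black line at the Prox1 OE mean. No Prox1 OE point overlaps a Control point, and the Control points are widest for Pnpla5, Cldn11 and Reg3b.

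Cell type signatures asked whether whole identity programmes moved. The hepatocyte signature (127 genes tested) had a median log2 fold change of 0.89, with 67 genes called higher and 11 lower (camera adjusted p 6.0e-06). The cholangiocyte signature (31 genes) had a median of -0.84, with 5 called higher and 17 lower (camera adjusted p 8.4e-04). The hepatocyte list holds 7 and the cholangiocyte list 5 of the study's 14 markers. Camera called 8 of the 20 signatures, 3 higher and 5 lower. B cells (0.37, adjusted p 0.012) and T cells (0.41, adjusted p 0.025) were the other higher ones. Epithelial cells (-0.68, 4.0e-04), satellite cells (-0.77, 6.8e-04), fibroblasts (-0.29, 0.022) and keratinocytes (-0.42, 0.048) were lower. The B cell and T cell medians were -0.05 and -0.02 with the total count as library size, which lowers all lists by a similar amount (median of all genes -0.44). Among the other 12 signatures, medians ran from -0.29 for cardiomyocytes to 0.26 for microglia. Of the 8 calls, 7 held under fry (all but keratinocytes) and 0 with an estimated correlation, where 1 signature had an unadjusted p under 0.05. With the total count as library size the hepatocyte median was 0.46 and the cholangiocyte median -1.27, the latter no longer called (camera adjusted p 0.071).

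**Figure D4:**
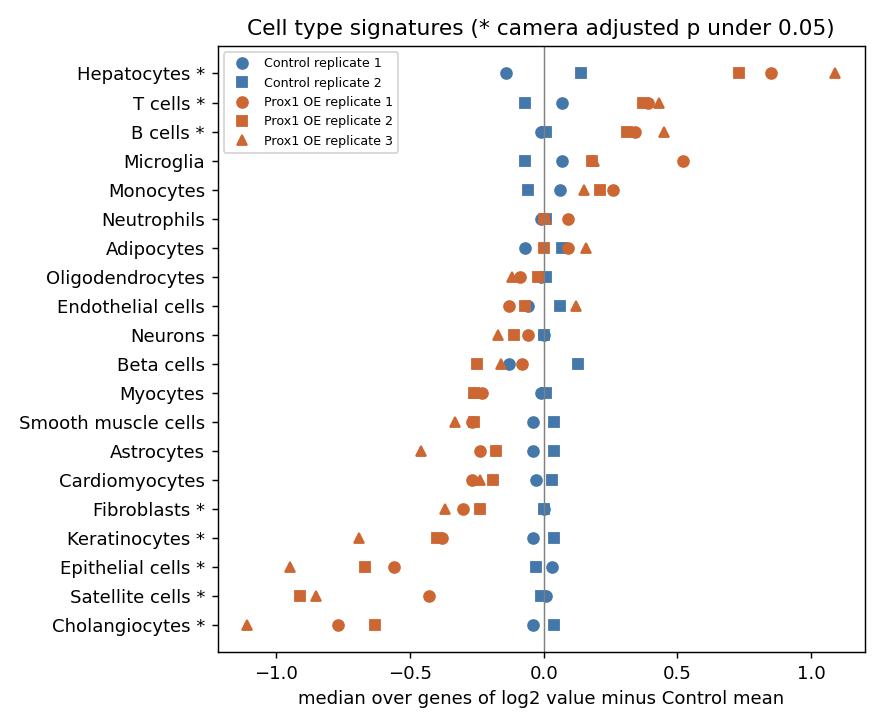
Median over the genes of each of the 20 signatures of the log2 value minus the Control mean, with a point per library; an asterisk marks a camera adjusted p under 0.05. Prox1 OE libraries reach 0.73 to 1.09 for hepatocytes and -1.11 to -0.63 for cholangiocytes, with both Control libraries between.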

Values the study reported

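In the same Akt/Notch model, the study reported that constitutive Prox1 overexpression lowered the number of tumour nodules at the endpoint to 59.8, compared with 245.2 in controls. It gave survival times of 54 days without and 88 days with constitutive overexpression. These values come from other mice than the late overexpression tumours sequenced here.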

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

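Among called genes that an alternative also tested, 100% kept their direction under every alternative except the total count as library size, where 97.49% did. That scaling moved the counts to 1475 genes higher and 6833 lower and shifted the median of all genes to -0.44. The cholangiocyte median then had the value -1.27 and its camera call was lost, with 4 signatures called in place of 8. The cause was not tested. TMM and upper-quartile factors moved the median of all genes to 0.01 and 0.06.

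Requiring a log2 fold change of at least 1 left 2379 genes and an adjusted p under 0.01 left 2367, by construction. Testing genes with a mean of at least 50 gave 4 called signatures, and the cause was not tested. With an estimated correlation between genes, the hepatocyte median of 0.89 and the cholangiocyte median of -0.84 were no longer called. Their camera adjusted p was 0.51 and 0.43, and 0 signatures passed. The values, design and lists were the same in both camera runs, so the camera calls rest on the preset correlation of 0.01.

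The Prox1 log2 fold change of 1.9 passed the threshold with edgeR (2.35, adjusted p 0.048). It ranged from 1.12 to 2.39 over the 5 fits that each left out a library, and passed without Prox1 OE replicate 1 or 3. It did not pass without replicate 2, where the adjusted p was 0.098. Leaving out a Control library left 1 in that arm and gave values only.

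Over the fits without a Prox1 OE library, 2139 to 3738 genes were higher, 1740 to 3753 lower and 10 to 12 markers called. The hepatocyte median ranged from 0.77 to 1.14 over the 5 fits, the highest without Control replicate 2, and the cholangiocyte median from -1.03 to -0.67. Hand2 ranged from -0.39 to 0.03, and its sign changed only without Prox1 OE replicate 1.

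Replicate numbers were shared between groups, but no label ties them to a shared animal or day, and only 2 pairs exist. Deviations from the group means had correlations of 0.14 and 0.02 across genes within the pairs. With the replicate number as a block, which drops Prox1 OE replicate 3, Prox1 changed by 2.39 (adjusted p 0.0013), and 5246 genes were called, 4873 of them shared. The 37 other named genes tested kept their calls under the block.

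For those 37 genes, 629 values were computed under the alternatives. Of these, 598 kept direction and call or, in the fits without a Control library, moved by less than the replicate spread. Another 13 lost their call, 9 gained one, 1 changed sign and 8 moved further in the fits without a Control library, over 12 genes in all. In the other settings the size of a move was not scored. With a pseudocount of 10, for example, Gpr83 changed by 4.05 in place of 6.69 and Atp6v1b1 by -4.77 in place of -6.31. With 2 Control libraries, the exact permutation p of any single comparison cannot go below 0.1.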

Other observations

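Tests of the driver-scaled and proliferation-scaled values, the divergence of abundant hepatocyte genes, the gap between signatures, the length correction, the PPARG target, lipogenesis and fetal liver lists and the order of the Prox1 OE libraries were chosen after results had been seen. The other tests were set before the data were examined.

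Hepatocyte signature genes rose and cholangiocyte signature genes fell. Only 1 of the 10 splits of the 5 libraries into 2 and 3, the real one, gave as many genes with an adjusted p under 0.05, and the other splits gave 0, with 34 to 4487 genes at an unadjusted p under 0.05, the most where Prox1 OE replicates 2 and 3 were set apart. With 10 splits that share cannot go under 0.1, so chance cannot be told apart by this test. A difference in depth is argued against, since mean total reads in Prox1 OE were 1.01 times those in Control and totals overlapped. A few genes taking more of the counts is argued against as the whole cause, because the hepatocyte median was 0.91 or higher under TMM and upper-quartile factors. With the total count as library size that median was 0.46 and the cholangiocyte call was lost. The calls thus did not hold under every scaling. That scaling lowered the median of all genes to -0.44 and the cholangiocyte median to -1.27. The lost call therefore does not show a smaller fall of the cholangiocyte genes. The gap between the signatures, which no scaling of a library can alter, was -0.1 and 0.1 in Control and 1.62, 1.37 and 2.2 in Prox1 OE replicates 1, 2 and 3. After the GC content correction the hepatocyte median was 0.89, and after a loess on transcript length 0.81, although log2 fold change and length had a Spearman correlation of -0.308 across genes, which are not independent replicates. A mislabelled library is argued against by Prox1 for Prox1 OE replicate 1, at 48090 normalised counts against 4153 and 4664 in Control. The lowest Prox1 OE value was 1.76 times the highest Control value. Prox1 is also a hepatocyte gene. Without replicate 1 its log2 fold change was 1.12, against 1.19 for Hnf4a and 0.88 for the hepatocyte median. More hepatocyte tissue could thus give the Prox1 values of replicates 2 and 3, which do not decide the labels of those libraries.

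A mixed sample stays open. A nodule dissected with more non-tumour liver may give the same pattern, and the values this needs were there. Notch1 changed by -1.19 and Akt1 by -1.05, and the NOTCH target list had a median of -1.13, with 4 of 7 genes called lower and Hey1 at a log2 fold change of 0. All 30 abundant hepatocyte genes had a positive log2 fold change (median 1.62, 24 called), and pericentral and periportal lists had similar medians (1.64 and 1.84). Of 10 genes in each, 9 pericentral and 8 periportal genes were called higher. The periportal gene Cdh1 went the other way (-1.16, limma adjusted p 0.0037). Kupffer cell genes (median 1) and sinusoidal endothelium (0.97) rose too, each with 6 of 8 genes called higher. The stellate cell median was 0.56, with 3 of 8 genes called higher and 1 lower, and was 0.13 with the total count as library size. The blood median was 0.91, with 1 of 5 genes called. In contrast, collagen and matrix genes (-0.87, 7 of 7 genes called) and proliferation (-0.88, 12 of 12) fell. The lymphatic endothelium list had a median of 0.43, which was 0 with the total count as library size. Its members went both ways, from -2.91 for Pdpn to a rise of Ccl21a. Ccl21a was at the floor in both Control libraries and at least 10.3-fold higher in Prox1 OE. Y-linked genes were below the expression filter. The expectation written before the data were examined asked for similar rises of the abundant genes, which was not met in full, and reading the remainder as compatible with a mixture was decided after the values were seen. Relative to their own mean, 5 of the 30 diverged, with Fga, Fgb, Fgg and Serpina1c rising less and Fabp1 more. Of the 30 genes, 12 are in the hepatocyte signature and 4 are study markers. A loss of proliferating or stromal cells alone stays open as well. The expectation written before the data were examined was that markers of every non-hepatocyte type would fall alike. The Kupffer cell median of 1 went against that expectation. Keeping the explanation open was decided after the values were seen, because such a loss would also raise the share of the remaining cell types. A change of tumour cells towards hepatocyte identity, the biological difference the design names, was not separated from a mixture by these bulk data. The study's other evidence for such a change was histology, which was not examined here. With Prox1 induced from day 21, it reported fewer glandular structures and lower expression of the cholangiocyte markers KRT19 and SOX9. With constitutive overexpression it reported lower KRT19 and higher HNF4, counted within tumours marked by a GFP reporter.

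Dilution by other tissue lowers transcripts that only tumour cells carry by a shared factor, and others by less. After subtracting the mean log2 value of Akt1 and Notch1 in each library, 231 of 2767 genes called lower (8.3%) were still called lower. Krt19 (-1.29, limma adjusted p 9.2e-04), Krt7 (-1.37, 3.4e-04) and Gp2 (-7.25, 6.3e-06) were among them. The fall of these genes was larger than that of the Akt1 and Notch1 counts. Sox9 (-0.09), Sox4 (0.13), Sstr2 (0.28) and Tff2 (-0.35) no longer differed. The cholangiocyte signature then had a median of 0.28, with 11 genes higher and 6 lower. Proliferation had a median of 0.24 and the collagen and matrix list 0.25, each with 0 genes lower at an adjusted or unadjusted p under 0.05. The medians of these lists thus fell no further than the Akt1 and Notch1 counts. Whether those counts track the tumour cells was not established here. The labels do not state the species of the plasmid sequences, and mouse Akt1 and Notch1 from non-tumour cells are included. Tumour content may have fallen further than the Akt1 and Notch1 counts show. Against dilution as the whole cause, 171 genes fell over 2 times as far on the log2 scale as the mean of Akt1 and Notch1 (-1.12), while the 12 proliferation genes changed by -1.21 to -0.58. After subtracting the mean of the proliferation genes instead, the moderated limma test could not be used, because its prior degrees of freedom were infinite. With each gene's own variance 0 genes were still called lower and 189 had an unadjusted p under 0.05. The same fit after subtracting Akt1 and Notch1 called 4.52% of the 2767. Its count at an unadjusted p under 0.05 was 188, so the counts of the 2 scalings were close before adjustment. The 12 proliferation genes were each higher in Control replicate 1 than in replicate 2, with Mki67 at 17387 and 11222 normalised counts. Subtracting their mean adds that difference to every gene, so the 0 calls do not show that no gene fell further. The values thus go against dilution alone for the strongest falls without excluding it, since no library of non-tumour liver was analysed here.

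The size of the shift did not follow Prox1 in a single order. Prox1 fell from Prox1 OE replicate 1 to 3, while the first principal component rose in that order. The signature gap was largest in replicate 3 (2.2) and larger in replicate 1 (1.62) than in replicate 2 (1.37). Of 2933 genes called higher, 4.9% followed the Prox1 order and 43.6% the opposite order, where chance gives 16.7%. With 3 libraries, in which a shared factor such as tissue content sets the order of many genes together, a dose response cannot be told apart. Among the 8 largest rises, 3 followed the Prox1 order, namely Gpr83, Spib and Akr1c21. H19, chosen after its values were seen, went from 243 and 315 normalised counts in Control to 4882, 1838 and 1458 in replicates 1, 2 and 3. The fetal liver list had a median of -0.57, but its members went both ways, with Meg3 (1.52) and Rian (1.18) called higher and Dlk1 (-2.3) and Peg3 (-1.05) lower. A return of the fetal liver programme is therefore neither borne out nor excluded.

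Pparg rose in these tumours, although the study describes Pparg as a gene that PROX1 represses in other settings. Of the 10 listed PPARG targets, 9 were called higher (median 1.11, percentile 99.93 among matched random lists), and Fabp4 was not (0.08). Lipogenesis genes also rose (median 1.9, 9 of 10 called). This may be a shared rise of lipid storage genes, but more hepatocytes in the tissue could raise the same genes, and the list was written after Cidec, Fitm1 and Mogat1 had been seen to rise. With the total count as library size the medians were 0.67 and 1.47.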
